A study of Mus musculus with 8 samples. Its data were reported in "p53-mediated redox control promotes liver regeneration and maintains liver function in response to CCl4" (2021).

How the data were processed

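Liver RNA from 4 AAV-Cre and 4 AAV-Control mice had been sequenced as polyA-selected, strand-specific libraries with paired reads of 36 bases. As the study's methods and the labels state, the authors checked and trimmed reads with FastQC, fastp and FastQ Screen, aligned them with HiSat2 to the mouse genome, counted them per gene with HTSeq and compared groups with DESeq2. The strand setting of the counting and any filter on genes are not stated. The methods name the build with a human prefix, but the gene identifiers are mouse Ensembl identifiers, of which 22325 of 22359 matched the GENCODE M21 annotation of GRCm38. Gene names and coordinates are from that annotation, and the 34 genes without a match entered the tests without a name. Exons of the named genes were compared with all other annotated exons. None shared exon bases with another gene on the same strand, and *Abcb1a*, *Cdkn1a*, *Celf5* and *Ckmt1* shared between 0.4% and 10.1% of theirs with a gene on the other strand.

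The deposited table was named as normalised counts, and the design fixed before the data were examined had assumed linear values. The deposited values were instead on a log2-like scale, between a floor of 7.63 shared by all libraries and 21.7, as the authors' variance-stabilising transformation of counts divided by size factors gives. This transformation has a closed inverse that needs only the floor. Applied to the table, it gave whole multiples of 1 step in each library: 100% of 153834 nonzero values lay within 0.1 of a whole number of reads. The inverse was tested on 5000 simulated counts. Tests were run on log2 of the recovered normalised counts plus 1, as planned, and the deposited log2 values themselves were used as an alternative. All 8 columns matched a sample by title.

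Total reads recovered were 28892044, 32132420, 29809924 and 33770482 in AAV-Control replicates 1 to 4 and 32593953, 32481976, 33046864 and 27870118 in AAV-Cre replicates 1 to 4. The limit that an observed 0 allows was taken as 3 reads. Every row named a gene. The size factors had a geometric mean of 0.92.

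Genes with a mean normalised count of at least 10 over the 8 livers were fitted with limma 3.58.1 (lmFit, and eBayes with a mean-variance trend) in R 4.3.3, with treatment as the single term. P-values were two-sided and adjusted by the Benjamini-Hochberg method over 15183 genes, with a threshold of 0.05, and all adjusted p-values of single genes in the report are from limma. On simulated counts for 14702 genes with the observed means and library sizes, of which 200 were changed 4-fold at a dispersion of 0.05, the fit called 196 of the 197 changed genes that it tested (99.5%) in the right direction and 13 unchanged genes. Gene sets were tested on the same values with camera, with a preset correlation of 0.01, and adjusted over the 20 lists. Principal components were computed on centred values without scaling, and their scores compared by an exact permutation test over the 70 ways to choose 4 of 8 livers. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

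The 20 lists were written before the data were examined: the CCl4 genes of the study, established p53 targets, 2 lists of mouse counterparts of p53-induced genes in the study's tumour analysis (clustering with *CYP2A6*, other induced), cell cycle and chromatin genes, NRF2 targets, the Cyp2a family, pericentral, periportal, clock, hepatocyte, macrophage, neutrophil, endothelial, stellate cell, bile duct, erythroid, fasting, acute phase and interferon-induced genes. Of the CCl4 list, 5 genes are also in another list. Of the p53 targets 10, of the other induced tumour genes 8, and of the Cyp2a, hepatocyte and fasting lists 1 each are also in another list. Of the 13 CCl4 genes, *Krt90* and *Vmn2r3* were not analysed here. Named genes followed a rule also set in advance: *Mdm2* and *Trp53*, the CCl4 list, *Cdkn1a* and *Bbc3*, then the 5 highest and 5 lowest log2 fold changes among named genes past the threshold whose groups do not overlap and whose mean normalised count is at least 50. Members of a list were named where the list is reported. Kidney, sympathetic ganglion and fat markers, used in the closing observations, were listed only after the data had been examined.

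The alternatives were pseudocounts of 0.5 and 8, no filter on low genes, a mean of at least 100, trimmed-mean (TMM) factors, the same total for every library, robust estimation, a stricter threshold of 0.01, the replicate number or the library batch (low against high numbers in the titles) as a term, and leaving out each liver in turn. For gene sets they were fry and an estimated correlation, and for principal components the 500 most variable genes. The deposited values, voom weights and a term for the code that opens the titles, which sets AAV-Control replicates 3 and 4 apart from the other 6 libraries, were added after the data had been examined. For reads shared between *Cyp2a5* and *Cyp2a4*, all 36-base windows of their annotated transcripts were looked up in every other annotated transcript.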

Results

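The data were polyA RNA-seq profiles of 8 livers from male mice homozygous for the *Mdm2Ex5/6Δ* allele, which were 8 to 12 weeks old when treated. MDM2 is the ubiquitin ligase that binds p53 and keeps its level low, and Cre recombinase removes exons 5 and 6 of this allele, which encode the part of MDM2 that binds p53. Cre was delivered by an adeno-associated virus (AAV8) under the hepatocyte-specific TBG promoter at 2e11 genetic copies per mouse. Livers were sampled 48 h later from 4 mice that received this virus (AAV-Cre) and from 4 mice that received an AAV8-TBG virus without Cre (AAV-Control). Mice without virus were not analysed here, so each value below is set against AAV-Control. The table held 22359 genes. Each library had between 27870118 and 33770482 reads assigned to genes, and 614 genes had 0 reads in all 8 libraries. At this depth the 3 counts that an observed 0 allows corresponded to between 2.72 and 3.89 normalised counts, a limit that covers counting error only. Normalised counts are reads divided by the authors' size factor of each library, and fold changes are on the log2(normalised count + 1) scale, which understates the change of genes with few reads.

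The first question was whether expression of *Mdm2Ex5/6Δ* separated the livers at all. The first principal component over 15183 genes with a mean normalised count of at least 10 held 60.5% of the variance, and it placed the AAV-Control livers between −75.9 and −58.6 and the AAV-Cre livers between 55.8 and 76.1. The exact two-sided permutation test of the difference in mean score gave p = 0.029, the smallest value that 70 splits of 8 livers allow. The second component held 14% of the variance and separated AAV-Cre replicate 2, at −80.9, from the other AAV-Cre livers, at 23.3 to 34.4. Within groups, log2 values of pairs of livers correlated across genes with Pearson coefficients from 0.944 to 0.982. Counts of each of the 12 pairs differed by more than sampling noise, with a chi-square per degree of freedom of at least 35.2. This compares libraries with counting noise alone, so it cannot show that they come from separate mice. All libraries were counted as separate replicates because the study describes separate mice.

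**Figure D1:**
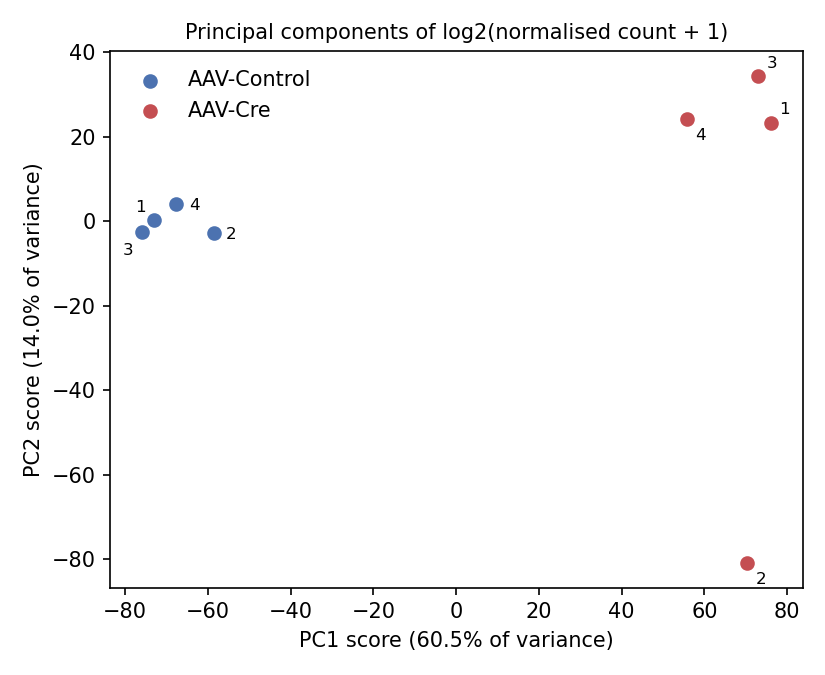
Scores of the 8 livers on the first (x axis, 60.5% of variance) and second (y axis, 14% of variance) principal components of log2(normalised count + 1), in arbitrary units, with AAV-Control in blue, AAV-Cre in red and replicate numbers beside the points. The groups lie on opposite sides of 0 on the first component, and AAV-Cre replicate 2 lies at −80.9 on the second.

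Comparison of AAV-Cre with AAV-Control livers then asked which transcripts changed. Of 15183 genes tested with limma, 6615 (43.6%) passed a Benjamini-Hochberg adjusted p of 0.05, of which 3300 were higher and 3315 lower in AAV-Cre. The change was at least 2-fold for 1493 of the higher and 1193 of the lower genes. In 6354 genes (41.8%) all values of one group lay outside the range of the other, compared with the 2.86% that chance gives for 4 livers against 4. The median log2 fold change of all tested genes was 0.006. Scaling mattered most for the balance of these calls. When every library was set to the same total in place of the authors' size factors, the median moved to 0.28 and the calls became 5520 higher and 1913 lower, so that 74.3% of calls were higher compared with 49.9% under the authors' factors. The directions given below are relative to the authors' factors, and those that flip under the same total are named. The sample titles carry library numbers that split each group into a low pair, with numbers 5 to 10, and a high pair, with numbers 27 to 32. Comparing 2 AAV-Cre with 2 AAV-Control livers within each pair gave 3923 genes past the threshold in the low pairs and 3948 in the high pairs, and 6910 genes passed with the pair as a term of the fit. In the high pairs the code that opens the titles also differed between the groups, so that comparison cannot tell this code from treatment. A further code in the titles was the same within each group and different between them. If it marks a batch, the design cannot tell that batch from the AAV-Cre treatment.

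**Figure D2:**
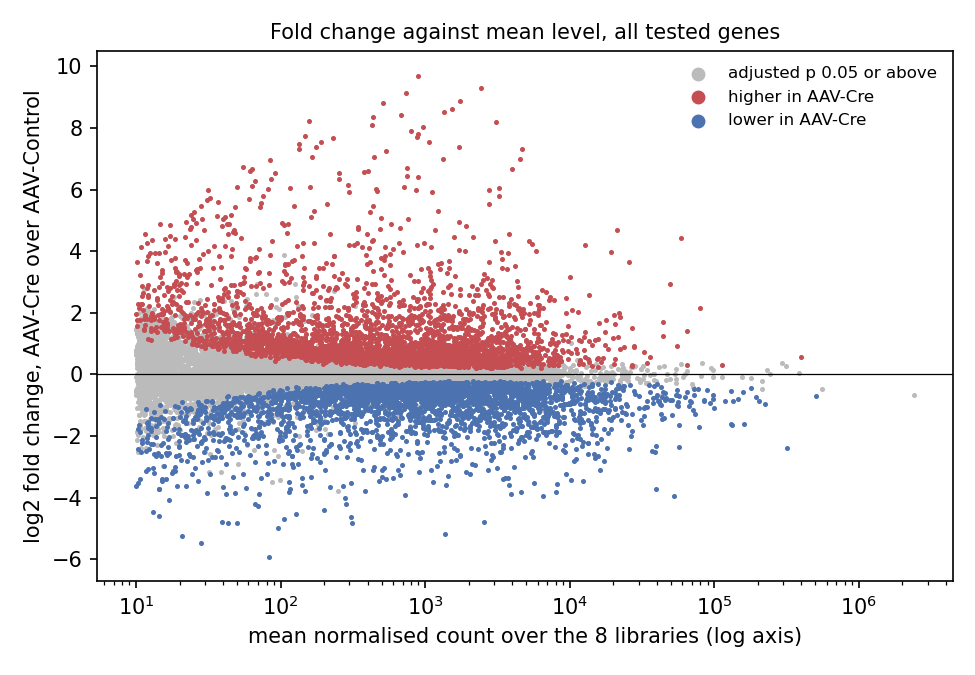
Log2 fold change of AAV-Cre over AAV-Control (y axis) against the mean normalised count over the 8 libraries (x axis, log scale) for 15183 tested genes, with genes past an adjusted p of 0.05 in red (3300 higher) and blue (3315 lower) and the rest in grey. Median change over all tested genes was 0.006 with the authors' size factors and 0.28 with every library at the same total.

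The modified gene and its partner were examined first. *Mdm2* (ENSMUSG00000020184; GRCm38 chromosome 10, 117688875 to 117710758, minus strand) rose from 1337 ± 296 normalised counts (SD, n = 4) in AAV-Control to 24220 ± 1650 (SD, n = 4) in AAV-Cre livers, a log2 fold change of 4.20 ± 0.14 (SE) with a limma adjusted p of 1.65e-08. The 4 AAV-Cre livers ranged from 22376 to 25789 and the 4 AAV-Control livers from 1049 to 1747, so no library went against its label. This count takes in all exons of the gene and does not show whether exons 5 and 6 were removed. *Trp53* (ENSMUSG00000059552; chromosome 11, 69580359 to 69591873), which encodes p53, had 905.8 ± 103 normalised counts in AAV-Control and 942.8 ± 48.7 in AAV-Cre livers (SD, n = 4 each), a difference smaller than the spread between livers (log2 fold change 0.06 ± 0.10, limma adjusted p = 0.649). It passed the threshold only with every library set to the same total, at a log2 fold change of 0.34 and an adjusted p of 0.0287, where the median gene also moved by 0.28.

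*Cyp2a5*, a cytochrome P450 gene whose dependence on p53 the study set out to test in this model, lies on the plus strand of chromosome 7 (ENSMUSG00000005547; GRCm38, 26835305 to 26843548). It had 8127 ± 3870 normalised counts in AAV-Control and 24010 ± 2810 in AAV-Cre livers (SD, n = 4 each), a 3.18-fold rise (log2 fold change 1.67 ± 0.27 SE, limma adjusted p = 0.000509). The AAV-Control livers were spread widely, at 7342, 13631, 4577 and 6956, but every AAV-Cre liver was above them, at 19951, 25511, 26219 and 24358. Within the low pairs of library numbers the log2 fold change was 1.17 (limma adjusted p = 0.0413), and within the high pairs it was 2.16 (limma adjusted p = 0.00148). In the high pairs the code that opens the titles differed between the groups too. *Cyp2a5* passed the threshold in all 20 alternative fits, with log2 fold changes from 1.25 to 1.95 and adjusted p from 2.5e-05 to 0.00375, and the term for the code that opens the titles moved it most, to 1.25. AAV-Control replicates 3 and 4, which alone carry the other code, do not enter the estimate of 1.25. Of the 4 genes of the Cyp2a family, *Cyp2a4* also rose, from 73.9 ± 64.6 to 984.9 ± 838 normalised counts (SD, n = 4 each; log2 fold change 3.84, limma adjusted p = 0.00137), with 2188 in AAV-Cre replicate 2 and 355 to 924 in the other AAV-Cre livers, whereas *Cyp2a12* and *Cyp2a22* changed by less than the spread between livers, with log2 fold changes of 0.08 and 0.09. *Cyp2a5* and *Cyp2a4* are near-identical: 50.3% of the 36-base windows of *Cyp2a5* transcripts and 47.9% of those of *Cyp2a4* occur in no other annotated gene, so part of their reads could have been assigned to either gene or to neither.

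The study next asked whether genes that depended on p53 in livers treated with carbon tetrachloride (CCl4) also changed when p53 was activated without the toxin. Of the 13 genes in that list, 11 were analysed here, and 10 of them passed the threshold, 7 higher and 3 lower, with the same 10 passing when adjusted over the list alone. The exception was *Trp53* itself, the gene deleted in the livers without p53 of the CCl4 comparison. Its place on that list therefore does not show that its transcript depends on p53. For the present model the study reported stabilised p53 protein by tissue staining, which transcript counts do not measure. The established p53 targets of the list rose most, with log2 fold changes of 6.67 for *Eda2r*, 3.99 for *Ccng1*, 3.93 for *Zmat3* and 2.62 for *Abcb1a*, and limma adjusted p-values from 1.12e-08 to 3.65e-05. *Cachd1* rose by a log2 fold change of 1.3 (limma adjusted p = 0.00733), while *Avpr1a* (−1.87, adjusted p = 0.000123) and *Apoa1* (−0.97, adjusted p = 0.00105) were lower in AAV-Cre livers. *Sh3pxd2b* and *Gm12248* were less secure. *Sh3pxd2b*, at 64.2 ± 26.9 and 109.1 ± 25.5 normalised counts, had a log2 fold change of 0.82 and a limma adjusted p of 0.0483, and lost significance in 12 of 19 alternative fits. *Gm12248*, at 58.8 ± 36.3 and 19.6 ± 6.55 normalised counts, had a log2 fold change of −1.40 and a limma adjusted p of 0.0224, and lost significance when AAV-Control replicate 2 (adjusted p = 0.0585), AAV-Control replicate 3 (0.0509) or AAV-Cre replicate 4 (0.0591) was left out. Between 7 and 11 genes of the list passed across the alternatives, the lowest number being under a mean of at least 100 normalised counts, which removes *Sh3pxd2b*, *Gm12248* and *Cachd1* from the test. As a set, the list was higher under camera (adjusted p = 0.0354), but not with every library at the same total (adjusted p = 0.11). This test asks for a shift in one direction. The study sorted the list into clusters, and the directions after CCl4 were not compared here, so it does not measure agreement with CCl4. The classical targets *Cdkn1a*, which encodes p21, and *Bbc3*, which encodes PUMA, were also higher. *Cdkn1a* rose from 1660 ± 619 to 40630 ± 9780 normalised counts (log2 fold change 4.69 ± 0.30 SE, limma adjusted p = 9.43e-07) and *Bbc3* from 311.8 ± 111 to 729.1 ± 95.4 (1.27 ± 0.21 SE, limma adjusted p = 0.000597). Of these genes, *Abcb1a* and *Cdkn1a* share 10.1% and 7.7% of their exon bases with a gene on the opposite strand, and the strand setting of the counting is not stated.

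**Figure D3:**
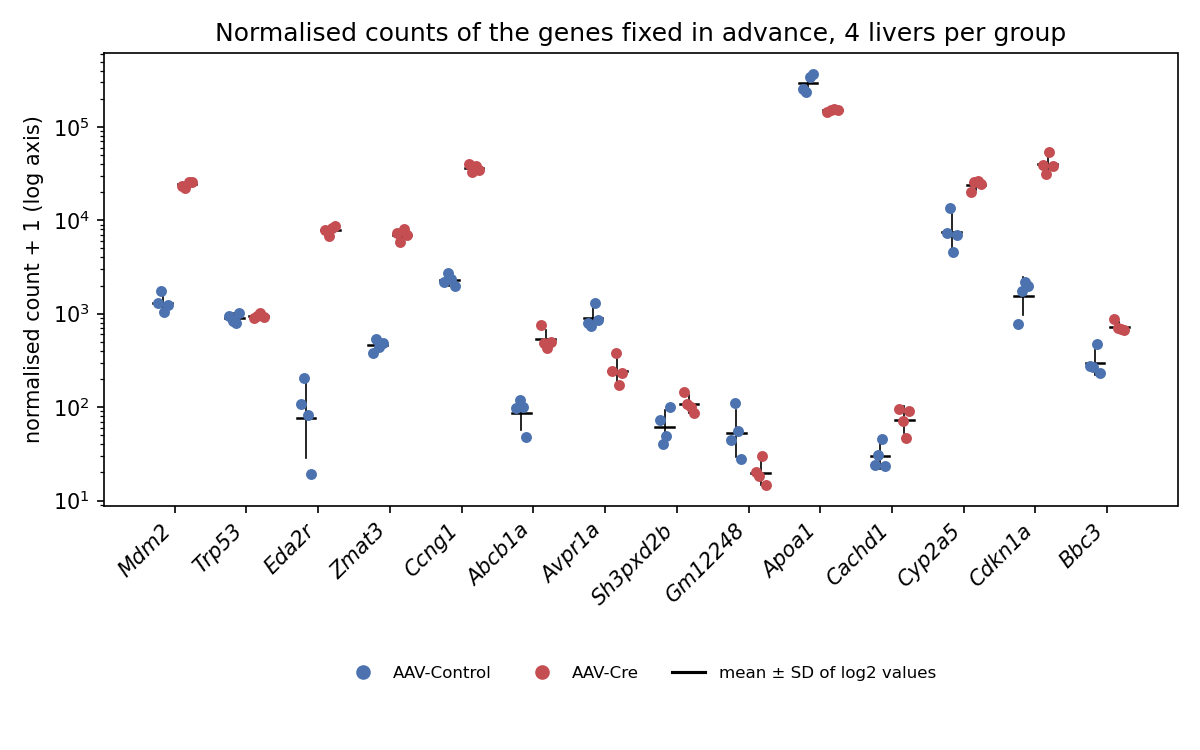
Normalised count plus 1 (y axis, log scale) of the 14 genes chosen in advance (x axis) in each AAV-Control (blue) and AAV-Cre (red) liver, with black bars for the mean ± SD of the log2 values of 4 livers. *Trp53* overlaps between groups, and *Cyp2a5* lies between 4577 and 13631 in AAV-Control and between 19951 and 26219 in AAV-Cre livers.

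A wider list of 40 established p53 targets was then tested. Of these, 35 were higher and 3 lower past the threshold, and 36 were higher and 3 lower when adjusted over the list alone. The median log2 fold change was 3.62, and camera placed the list above other genes with an adjusted p of 4.99e-20. The number higher moved most, to 37, with every library at the same total. *Fdxr* (−0.82), *Sesn1* (−0.95) and *Plk3* (−1.24) were lower, and the log2 fold changes of *Xpc* (0.26) and *Slc19a2* (0.15) did not pass. The study also examined p53-induced genes in human liver tumours, and their mouse counterparts were tested as 2 lists. Of the 6 genes that cluster with *CYP2A6* there, *Acad11*, *Esr1* and *Gadd45a* were higher and *Pank1* lower, and the set did not pass (median log2 fold change 0.06, camera adjusted p = 0.802). Of the other induced genes, 8 of which are also in another list, 7 of 10 tested were higher and 1 was lower (median 2.66, camera adjusted p = 0.000415). A separate list of 9 cell cycle and chromatin genes had been labelled in advance as repressed, in contrast to the 2 induced lists. Of these, 2 of 6 tested were higher and none lower, so no gene past the threshold went in the labelled direction. The set did not pass (median 0.35, camera adjusted p = 0.215).

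Lists fixed in advance for other liver programmes were tested in the same way. Of 13 targets of the oxidative stress factor NRF2, 6 were higher, with *Srxn1* (log2 fold change 2.51) and *Gsta1* (2.09) highest and *Nqo1* at 1.17, while *Gclm* was lower (−0.56). The set passed narrowly (median 0.29, camera adjusted p = 0.0421) and no longer did when AAV-Control replicate 4 (adjusted p = 0.0744), AAV-Cre replicate 3 (0.0561) or AAV-Cre replicate 4 (0.0559) was left out, or with the library pair (0.05) or the code that opens the titles (0.0712) as a term. Genes of pericentral hepatocytes, the zone in which *Cyp2a5* is normally expressed, were lower, with 7 of 14 past the threshold and none higher (median −0.56, camera adjusted p = 0.016). Periportal genes were lower as well, with 10 of 14 lower and 2 higher (median −0.79, camera adjusted p = 0.00296). Abundant hepatocyte transcripts were lower in 9 of 14 genes and higher in 1 (median −0.70, camera adjusted p = 0.00264). The Cyp2a family, with 2 of 4 genes higher, did not pass as a set (median 0.88, camera adjusted p = 0.125). Genes raised by fasting were lower in 6 of 11 and higher in 1 (median −1.03, camera adjusted p = 0.0238), and interferon-induced genes were lower in 7 of 11 and higher in none (median −0.95, camera adjusted p = 0.0124). Acute phase genes went both ways, with 3 higher and 4 lower of 11 (median −0.87, camera adjusted p = 0.324). Clock genes also went both ways, with 3 higher and 5 lower of 15 (camera adjusted p = 0.324), and their median of −0.24 became 0.03 with every library at the same total.

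Markers of other cells of the liver did not move together. All 12 macrophage markers were higher past the threshold, with log2 fold changes from 0.44 to 1.67 (median 0.88, camera adjusted p = 0.000498). Of 11 stellate cell markers 5 were higher, and the set did not pass (median 0.48, camera adjusted p = 0.0829). Endothelial markers, with 1 of 12 lower, were nearly level (median 0.05, camera adjusted p = 0.788). None of 8 bile duct markers passed, although 6 had a positive fold change (median 0.46, camera adjusted p = 0.594). Neutrophil markers were lower in 3 of 7 (median −1.23, camera adjusted p = 0.0701) and erythroid transcripts in 1 of 5 (median −0.65, camera adjusted p = 0.108), and neither set passed. The neutrophil set did pass with every library at the same total (adjusted p = 0.01) and with the code that opens the titles as a term (0.0486). It also passed with the replicate number as a block (0.0463) and without AAV-Control replicate 4 (0.0129) or AAV-Cre replicate 2 (0.0466). The erythroid set passed with every library at the same total (adjusted p = 0.0367), with the replicate number as a block (0.0174) and without AAV-Control replicate 1 (0.0156). The stellate set passed without AAV-Cre replicate 2 (0.0449). The erythroid list holds *Hba-a1* and *Hba-a2*, whose near-identical copies make their counts uncertain. Adjusted over the list alone, the counts of genes past the threshold were the same for 12 of these lists, and differed for the p53 targets (above), the tumour cluster (3 higher, 2 lower), the other induced genes (7 higher, 2 lower), NRF2 targets (6 higher, 2 lower), hepatocyte transcripts (1 higher, 10 lower), fasting (1 higher, 7 lower), acute phase (3 higher, 7 lower) and endothelial genes (0 past). In all, 10 of 20 lists passed under camera with a preset correlation between genes of 0.01. All 10 also passed under fry, which passed 15 lists. The others that passed under fry were the stellate (adjusted p = 0.00134), erythroid (0.0393), clock (0.0393), Cyp2a (0.00136) and cell cycle and chromatin (0.0167) lists, and 0 passed when camera estimated the correlation from these 8 livers.

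**Figure D4:**
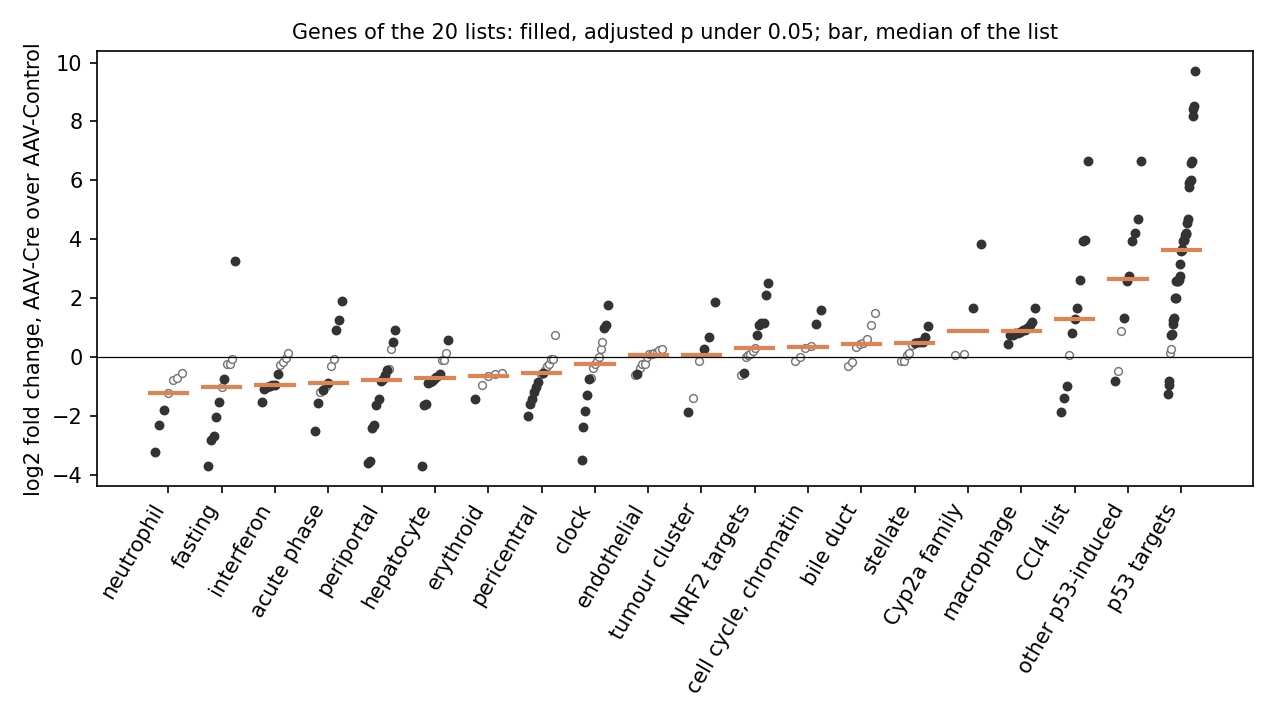
Log2 fold change of AAV-Cre over AAV-Control (y axis) for each tested gene of the 20 lists (x axis, ordered by median), with filled points past an adjusted p of 0.05 and orange bars for the median. The p53 targets have the highest median, 3.62, and the neutrophil list the lowest, −1.23; the clock median of −0.24 becomes 0.03 with every library at the same total.

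By the rule set in advance, the 5 highest fold changes were those of *Zfp365*, *1700007K13Rik*, *Sec14l5*, *Ckmt1* and *Celf5*. Their means in AAV-Cre livers ranged from 1013 (*Celf5*) to 4815 (*1700007K13Rik*) normalised counts, while their means in AAV-Control livers ranged from 4.41 (*Zfp365*) to 31.6 (*1700007K13Rik*). Most of the AAV-Control reads came from replicate 2, with 17.6 normalised counts of *Zfp365* and 22.4 of *Celf5* where each other AAV-Control library had 0. The log2 fold changes, from 8.83 for *Celf5* to 9.70 for *Zfp365* with limma adjusted p-values of 7.48e-06 to 0.000107, therefore depended on the transformation. That of *Zfp365* ranged from 3.31 to 10.76 and that of *Celf5* from 2.67 to 9.96 across 20 alternative fits, and all 5 genes passed the threshold in each. Without AAV-Control replicate 2 the values were 10.76 for *Zfp365* and 9.96 for *Celf5*. *Celf5* and *Ckmt1* share 8.1% and 0.4% of their exon bases with a gene on the opposite strand. The 5 lowest were *Ppp1r3g*, *Depp1*, *Gm36041*, *Clec2h* and *Gm31583*. *Depp1* fell from 2661 ± 1160 to 77.3 ± 46.8 normalised counts (log2 fold change −5.18 ± 0.38 SE, limma adjusted p = 2.69e-06). *Ppp1r3g* had at most 3 reads in every AAV-Cre library. Its arithmetic mean in AAV-Control, set against the highest AAV-Cre limit of 3.37 normalised counts, was at least 49.1-fold higher, or at least 29.3-fold without AAV-Control replicate 1, which had 366.3 normalised counts compared with 55.7 to 129.3 in the others. *Gm36041* and *Gm31583*, both long noncoding RNAs, had log2 fold changes of −4.99 and −4.81, with limma adjusted p-values of 4.08e-05 and 3.86e-05. *Clec2h* (chromosome 6, 128662385 to 128677374) also had at most 3 reads in every AAV-Cre library. Its arithmetic mean in AAV-Control was at least 29.4-fold above the same limit, but AAV-Control replicate 4, at 5.4 normalised counts, was only 1.6-fold above it and lay near the AAV-Cre livers and far from the other AAV-Control livers at 118 to 148. Its limma adjusted p was 0.00229, and it did not pass with voom weights (adjusted p = 0.103; range over 19 alternatives 3.68e-05 to 0.103). Without AAV-Control replicate 4 its log2 fold change moved from −4.84 to −5.93.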

Values the study reported

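In livers sampled 8 h after CCl4, the study reported 13 genes that differed between mice with and without liver p53. For mice expressing the *Mdm2Ex5/6Δ* allele, it gave lethality that depends on p53 within 4–5 days.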

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

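The tests in this part were chosen after the results were seen. Of 60 groups of 4 values examined, 5 held a highest or lowest value whose gap to the nearest other value, divided by the whole range of the group, exceeded Dixon's 95% critical value for 4 values, where chance gives about 3.

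*Zfp365* and *Celf5* stood apart in AAV-Control, with a ratio of 1 each, because replicate 2 had 17.6 and 22.4 normalised counts and the other AAV-Control libraries had 0. A candidate explanation is carry-over of reads from AAV-Cre libraries, in which both genes are abundant. It was tested on 26 genes with at most 5 reads in each other AAV-Control library and at least 100 in each AAV-Cre library, since carry-over gives each gene the same share of its AAV-Cre level. Shares in AAV-Control replicate 2 ran from 0 to 14.4%, with a median of 3.16%, and differed by far more than counting error, with a chi-square of 18.8 per degree of freedom, or 15.6 to 32.5 against single AAV-Cre libraries. This argues against carry-over at one rate as the whole source. Weak p53 activity in that liver stays open, as does a mixture of sources. Of the 26 genes, 3 are in the list of 40 p53 targets. The 26 were chosen for high reads in AAV-Cre, so this count cannot decide between these sources.

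*Clec2h* stood apart in AAV-Control with a ratio of 0.929, because replicate 4 had 5.4 normalised counts and the others 118 to 148. Mice of a mixed background may carry different variants of a region, and genes near *Clec2h* were therefore asked whether AAV-Control replicate 4 lay at the AAV-Cre level there too. It did at 7 of 162 tested genes within 10 Mb, among them *A2ml1* and *Slc15a5*, compared with 131 of 15005 elsewhere (odds ratio 5.13, two-sided Fisher's exact p = 7e-04). Genes are not independent replicates, and 1.3% of windows had as high a share. The other AAV-Control livers gave 2, 0 and 0 such genes near *Clec2h*. This was one of 4 versions examined, with odds ratios of 3.44, 4.1, 5.13 and 4.82. The first was replaced because it set no limit on the AAV-Cre level and so took in genes that respond together. A strain variant shared by AAV-Control replicate 4 and all AAV-Cre livers is thus a hypothesis for part of the fall of *Clec2h*. A p53 response stays open, since the variant would follow the groups in 7 of 8 livers.

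Total reads stood apart in AAV-Cre with a ratio of 0.891, because replicate 4 had 27870118 reads and the others at least 32481976. AAV-Control replicate 1, with 28892044, was sequenced to a similar depth. Leaving out AAV-Cre replicate 4 gave 2931 higher and 3011 lower genes. No biological explanation was tested.

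The second principal component stood apart in AAV-Cre with a ratio of 0.904, because replicate 2 scored −80.9. Deeper sequencing was examined first, since this library had reads for 20137 genes. AAV-Cre replicate 3 had more reads and yet reads for 19237 genes, which argues against depth. Neighbouring tissue in the piece of liver was examined next. Markers of sympathetic ganglia and fat were listed after the genes with the highest values in this library had been seen, so the test used the 17 markers not looked at before. Of these, 9 exceeded every other library by at least 2-fold, compared with 4.65% of all genes (exact hypergeometric p = 1.7e-08). At 4-fold, 7 of 17 did (exact p = 1.1e-07). The test form and the 2-fold limit were set after these values were seen. Of the abundant transcripts, *Slc6a2* had 1885, *Dbh* 1650 and *Th* 1064 normalised counts, and *Fabp4* 5584 and *Cfd* 2833. The median of the other 7 libraries was at least 10 normalised counts for 2 of 20 ganglion and 8 of 15 fat markers. Ganglion and fat tissue in the sample is consistent with these marker values, as a hypothesis, and how much of the second component it accounts for was not tested.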

How the results depend on the processing

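The deposited values, voom weights, the term for the code that opens the titles, and the alternatives for each list were chosen after the data had been examined. The planned edgeR and DESeq2 fits on recovered reads were not run. The limma voom fit on those reads gave 3257 higher and 3320 lower genes.

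With every library at the same total, 5520 genes were higher and 1913 lower, and 2286 were higher by at least 2-fold, because the totals of normalised counts are lower in AAV-Cre and the median moved to 0.28. Of the genes called with the authors' factors and tested again, 78.9% were called in the same direction and 0 in the opposite one. Requiring a mean of at least 100 left 969 genes higher by at least 2-fold, as fewer genes were tested. The deposited variance-stabilised values gave 554 and 513 genes higher and lower by at least 2-fold, as that scale compresses low counts. With an estimated correlation, 0 of the 20 lists passed, and the cause was not tested.

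The endothelial list never passed, and camera placed it below other genes (adjusted p = 0.788) although its median was 0.05. That camera direction changed under the same total (adjusted p = 0.92). It also changed without AAV-Cre replicate 1 (0.96) or AAV-Cre replicate 3 (0.8), with the cause not tested. Under the same total the list kept a positive median, of 0.33. Its adjusted p ran from 0.43 to 0.97 over the 8 fits that each left out one liver.

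Over these 8 fits, 2732 to 3215 genes were higher and 2819 to 3224 lower, 1323 to 1517 higher and 1095 to 1334 lower by at least 2-fold. Between 8 and 10 CCl4 genes passed, 34 to 36 p53 targets were higher past the threshold, and 9 to 12 lists passed. The lowest counts of calls came without AAV-Cre replicate 1. Between 83.3% and 91.2% of the original calls were kept, with 0 reversed. *Cyp2a5* passed in each, from 1.43 without AAV-Control replicate 3 to 1.95 without AAV-Control replicate 2.

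The replicate numbers do not pair the livers: deviations of same-numbered livers correlated across genes by 0.046, 0.02, 0.088 and 0.013. With the replicate number as a block, 3307 genes were higher and 3394 lower, 9 CCl4 genes and 12 lists passed, and *Sh3pxd2b* had an adjusted p of 0.0547. The lists that the block added to those past the threshold were the erythroid (adjusted p = 0.0174) and neutrophil (0.0463) lists.

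The code that opens the titles as a term gave 2769 higher and 2792 lower genes and kept 77.4% of the calls. Only AAV-Control replicates 3 and 4 carry the other code, so the term takes both out of the estimate of the treatment effect. This fit in effect compares the AAV-Cre livers with the remaining AAV-Control livers. A threshold of 0.01 gave 2234 and 2250. The first principal component held 66.4% of the variance with a pseudocount of 8, 78.7% with a mean of at least 100 and 65.7% over the 500 most variable genes, with an exact permutation p of 0.029 each time. Of 270 other fits of the named genes, 263 kept direction and side of the threshold, 6 became weaker and 1 stronger, and of 184 that left out a liver 174 did and 10 became weaker. Of 140 fits of lists, 116 were the same, 13 weaker, 10 stronger and 1 reversed, and of 160 that left out a liver, 151 were the same, 3 weaker, 4 stronger and 2 reversed. Depth limits the changes of genes near 3 reads, such as *Clec2h* and *Ppp1r3g*, to lower bounds.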

Other observations

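The tests on shared *Cyp2a4* windows, *Dbp* as a term, hepatocyte share, totals, kidney tissue and chromosome 17 were chosen after the results were seen. Of the 35 splits of the 8 livers into 4 and 4, 1 gave as many genes as the split by group, the split by group itself. The others, in which the difference between the groups adds to the spread, gave 0 genes past the threshold and up to 1755 at an unadjusted p under 0.05. The library batch has 2 livers of each group on each side. With it as a term 6910 genes passed, and within the low and the high library numbers alone 3923 and 3948 passed, where that batch does not vary. The code that opens the titles was the same in all low-numbered libraries, but differed between the groups among the high-numbered ones. The high-numbered comparison therefore cannot tell that code from treatment. The design cannot tell a further code in the titles, which differs between the groups, from treatment. A batch marked by it gives no reason for p53 targets in particular to rise. Of the 40 targets listed in advance 35 were higher and 3 lower, with a median log2 fold change of 3.62. *Mdm2* had 22376 to 25789 normalised counts in AAV-Cre and 1049 to 1747 in AAV-Control livers. These values argue against such a batch as the whole source of the p53 target rise, and leave it open for other genes.

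Time of day of sampling stays open for part of the difference. Of 5 clock genes that peak in the morning 4 were lower and 0 higher, and of 8 that peak in the evening 3 were higher and 1 lower, with means 1.98 apart on the log2 scale. p53 activity itself acting on clock genes was not tested. Sampling time could also reach *Cyp2a5* through *Dbp*, which drives its daily rhythm, but *Dbp* rose by a log2 fold change of 0.50 with an adjusted p of 0.199, and with *Dbp* as a term *Cyp2a5* kept a log2 fold change of 1.3 (limma adjusted p = 0.000494). With this term 34 of 40 p53 targets were higher and 5725 genes passed (2889 higher, 2836 lower). *Dbp* differed little between the groups, so the term could not remove a time difference that *Dbp* does not show. Clock genes that did differ, such as *Nfil3* (log2 fold change −3.49), *Arntl* (−2.37) and *Tef* (0.97), were not used as terms. The fit therefore does not decide whether sampling time contributed to the rise of *Cyp2a5* or of the p53 targets.

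For *Cyp2a5*, a shift of all pericentral genes is argued against by their median of −0.56. Reads shared with *Cyp2a4* are argued against too: *Cyp2a4* rose more in fold terms (3.84 against 1.67), but if its rise of 911 normalised counts came from its unshared windows alone, its shared windows would have added 5.99% of the *Cyp2a5* rise of 15883. NRF2 activity stays open, since its targets were higher as a set (camera adjusted p = 0.0421) with *Nqo1* at 1.17, although this call was lost in several alternatives. Direct action of p53 stays open as well, and may act together with NRF2.

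Reduced food intake is argued against by the fasting list, whose median was −1.03. Gene length and GC content are unlikely causes of the pattern as a whole, with Spearman correlations across genes of 0.162 and 0.026. Macrophage markers were higher (camera adjusted p = 0.000498), whereas neutrophil and erythroid medians were −1.23 and −0.65, so entry or activation of macrophages stays open and entry of blood does not account for it. A lower share of hepatocyte RNA would raise other cell types alike. The macrophage median exceeded the endothelial median of 0.05 by 0.83 (permutation p = 0.00029, 1e+05 resamples). Resampling treated genes as independent replicates, which they are not. The stellate and bile duct medians were positive too, at 0.48 and 0.46, and were not compared in this way. The endothelial level argues against a lower hepatocyte share as the whole cause of the macrophage rise, and a part stays open.

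The mean total of normalised counts in AAV-Cre was 0.827 of that in AAV-Control. A few genes taking most of the counts were examined as a possible cause, but without the 10 most abundant genes the ratio was 0.843. It reached 1.002 without 1000, and *Alb* accounted for 16.4% of the loss. The normalised totals do not measure RNA per cell.

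AAV-Control replicate 3 had kidney transcripts: *Umod* 1832, *Kap* 6067 and *Slc34a1* 2083 normalised counts. The median of the other 7 libraries was at least 10 normalised counts for 5 of 20 kidney markers. Of 4 markers not looked at before the list was written, 3 exceeded every other library by at least 2-fold, compared with 1.66% of all genes (exact hypergeometric p = 1.8e-05, and 1e-06 at 4-fold). The limit was set after these values were seen. Kidney tissue in the sample is a candidate explanation. Leaving out this liver gave 3021 higher and 2936 lower genes.

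AAV-Control replicate 3, AAV-Cre replicate 1 and AAV-Cre replicate 2 differed from the other 5 libraries at 63 genes, 17 of which start within one window of 4 Mb on chromosome 17 (33974659 to 36164443), with *H2-K2*, *H2-T10* and *C4a* among them. Random placement gave at most 6 in 10000 trials (permutation p = 1e-04, the smallest these allow). The split was noticed first, and of 56 splits scanned the next gave 14 genes. A variant of the mixed background that segregates across the groups may underlie it.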
